A study of Homo sapiens with 10 samples. Its data were reported in "lncRNA DRAIR is downregulated in diabetic monocytes and modulates the inflammatory phenotype via epigenetic mechanisms" (2021).

How the data were processed

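Total RNA of CD14+ monocytes, the blood cells that carry the CD14 surface protein and can turn into macrophages, was sequenced from 5 volunteers with type 2 diabetes (T2D) and 5 volunteers without diabetes (Control). Per the study's methods, the authors isolated mononuclear cells from fasting blood and purified the monocytes by negative selection on magnetic beads, a procedure that removes other cells and leaves the monocytes untouched. Strand-specific libraries were sequenced on an Illumina HiSeq instrument, and the authors aligned the reads with TopHat to the human genome build hg19 (GRCh37) and counted them per RefSeq gene. The counting tool, its version, its use of strand and its treatment of reads that overlap several genes were not given in the sources used here. Samples were grouped by the disease state in their labels, and each sample was 1 library.

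The values the authors deposited were estimated counts per gene, not normalized and in part fractional. Of 251630 values, 62.8% held a fraction, and 92.1% of the 19698 whole values above 0 were even. Whether a value counts read pairs or single reads was not given in the sources used here, so a test with every value divided by 2 before rounding was run as an alternative. The table held 25163 entries for 24822 gene symbols. A total of 326 symbols stood on more than 1 entry, and for these the entry with the largest total was used. Values were rounded to whole numbers before testing, which moved none by more than 0.5. Symbols were matched to the GENCODE annotation of GRCh37 for gene type, position, length and GC content, directly for 21289 symbols and through a RefSeq synonym for 1526, which together made up 91.9%. The class long noncoding RNA (lncRNA) was taken from that annotation, or from the RefSeq gene type where GENCODE had no match, and covered 1926 symbols. Coordinates are given on GRCh37, counted from 1.

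Differential expression was tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, filterByExpr at its default settings and the quasi-likelihood F test on all 10 samples with group as the only term. P values were adjusted by the Benjamini-Hochberg method over all genes tested. A gene was called at a false discovery rate (FDR) under 0.05 and a fold change of at least 2. These thresholds and the normalization followed the study's methods, except that its minimum on average coverage was not used here because it needs read lengths. CPM values are counts per 1000000 of the TMM-scaled library size, and log2 CPM values carried a prior count of 2. Positive log2 fold changes mean higher in T2D. Single quantities per sample were compared by an exact permutation test of the difference of means, two-sided over all 252 labelings, with 0.00794 as the smallest p this design allows. Other tools were limma 3.58.1, DESeq2 1.42.0 and Python 3.11.15.

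The design, the tests, the gene lists, the rule for naming genes and most alternatives were fixed before the data were examined. The text names the genes of 4 lists: the protective genes the study names, the DRAIR locus with KLF4 and EHMT2, genes the study followed as targets of DRAIR, and reference genes. It also names the 5 genes with the largest rise and the 5 with the largest fall among called genes whose group ranges did not overlap and whose average log2 CPM was at least 3, and by the same rule 3 lncRNAs in each direction at an average log2 CPM of at least 0. Genes whose expression can show a donor's sex or genotype were left out of these ranked picks, as were small structural RNAs and mitochondrial genes. Genes outside the rule are named as such, and some that the rule picks are not reported here. Gene lists for inflammatory mediators, antiinflammatory genes, NF-kB signaling, PI3K-AKT signaling, IL-6/JAK/STAT signaling, fatty acid oxidation, ribosomal proteins and interferon response were tested with limma's camera at a preset correlation between genes of 0.01, with adjustment over the 3 lists of protective, inflammatory and antiinflammatory genes and separately over the 6 pathway lists. Marker lists for neutrophils, neutrophil granules, erythroid cells, platelets, T cells, B cells, NK cells, classical and nonclassical monocytes, and immediate early genes served to compare cell makeup and handling. A list score is the mean log2 CPM of its genes in a sample. List medians were also ranked among 10000 random lists of the same size matched on mean expression.

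The procedure was tested on simulated counts for 14613 genes with the means and library sizes of these samples, 200 of them changed. At an FDR under 0.05 without the fold change minimum, it recovered 21% of genes changed 2-fold and 87% of genes changed 4-fold. By that rule it called 8 unchanged genes (7 with the fold change minimum). Recovery with the minimum was not computed. With lists that were not moved, camera gave p under 0.05 for 9 of 200. The simulated genes varied independently of each other, so this does not test camera on genes that vary together.

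Alternatives were other normalizations (DESeq2 size factors, upper quartile, library size only), other filters on low counts, DESeq2, edgeR's likelihood ratio and exact tests, limma voom, a replicate block, the neutrophil or erythroid score as a covariate, removal of the hemoglobin genes, removal of trends with GC content and transcript length, every table entry kept as its own gene, halved counts, other fold change rules, and each sample left out in turn. The library size, hemoglobin, GC and length, table entry, halving and erythroid alternatives were chosen after seeing the data. Intervals on shares of counts are 95% Wilson intervals and cover counting error only.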

Results

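Gene expression measured by RNA-seq was compared between 5 people with T2D (T2D monocytes) and 5 people without diabetes (control monocytes), with 1 library of CD14+ cells from each. The question was which protein-coding genes and lncRNAs differ in circulating monocytes in T2D. Total counts, given here in units of 1000000 counts, were 37.9, 32.6, 33.8, 52.3 and 25.6 in Control replicates 1 to 5 and 24.7, 25.4, 22.96, 28.2 and 33.1 in T2D replicates 1 to 5. The mean total was 36.4 ± 9.92 in control monocytes and 26.9 ± 3.94 in T2D monocytes (SD, n = 5), a difference of -9.58 that was within the spread between samples (exact permutation p = 0.0556, two-sided). Most of it came from a few genes. Without the 10 genes with the highest counts, the totals were 22.4 ± 1.99 and 23.8 ± 3.37 (SD, n = 5), and the direction was reversed (exact permutation p = 0.516). A single library could decide the comparison of total counts. The difference was -5.61 without Control replicate 4, and it passed 0.05 without Control replicate 5 (-12.3) or T2D replicate 5 (-11.1), with exact permutation p from 0.0238 to 0.111 over the samples left out in turn.

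Hemoglobin genes took 45.9, 19.1, 24.9, 55.4 and 6.93% of the counts in Control replicates 1 to 5 and 4.90, 0.939, 0.824, 9.31 and 3.20% in T2D replicates 1 to 5. At this depth the counting error was small, and the 95% Wilson interval of the lowest share ran from 0.820 to 0.827%. The mean share was 30.4 ± 19.8% in control and 3.83 ± 3.50% in T2D monocytes (SD, n = 5, exact permutation p = 0.0159). TMM factors were lower in control monocytes, at 0.786 ± 0.320 against 1.36 ± 0.109 (SD, n = 5, exact permutation p = 0.0159). Effective library sizes after TMM scaling ranged from 17.8 in Control replicate 1 to 47.3 in T2D replicate 5. Between 16868 and 17930 genes had at least 1 count in a sample.

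**Figure D1:**
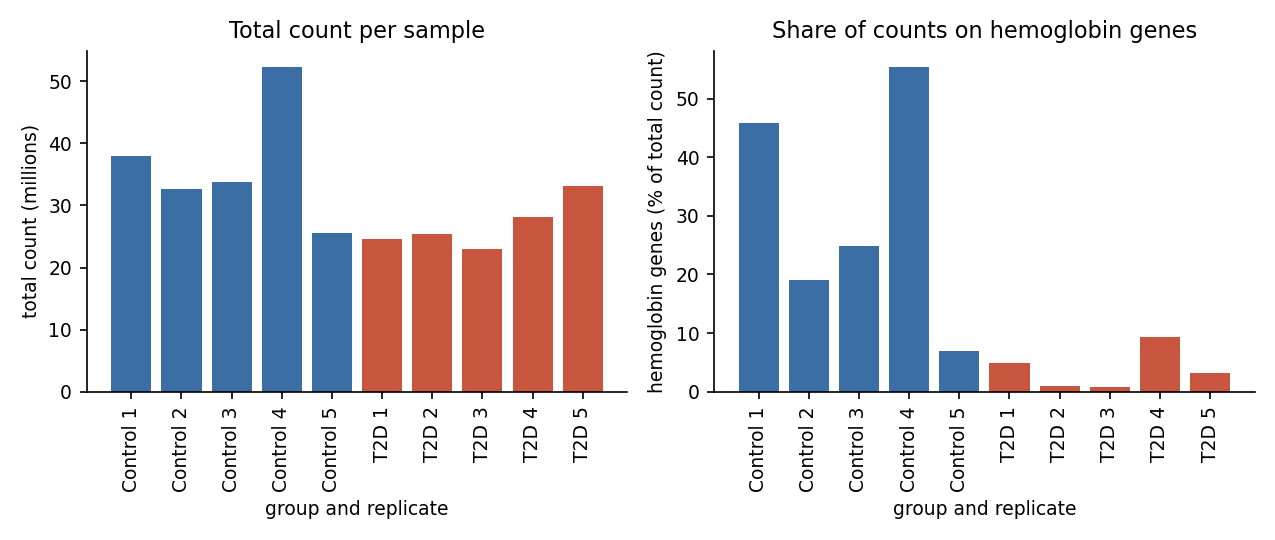
Total count in units of 1000000 counts (left, vertical axis) and share of that count on hemoglobin genes in percent (right, vertical axis) for each sample, named by group and replicate on the horizontal axes, with Control in blue and T2D in red. Control replicate 4 had the largest total, 52.3, and the largest hemoglobin share, 55.4%.

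Samples of one group tended to be more alike than samples of different groups, although the ranges overlapped. Pearson correlations of log2 CPM across genes ranged from 0.930 to 0.955 between control samples, from 0.943 to 0.972 between T2D samples, and from 0.872 to 0.944 between the groups. The genes of a sample are not independent replicates, so no test was made of these values. The first principal component held 45.3% of the variance and placed all 5 T2D samples (35.6 to 56.6) apart from all 5 control samples (-101 to -13.9, exact permutation p = 0.00794). No pair of samples held the same counts. No sequencing batch or date was used here, so batches could not be examined.

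Of 24822 genes in the table, 14763 had counts high enough for testing. At an FDR under 0.05 by edgeR's quasi-likelihood test, 4505 genes differed, 2118 of them higher and 2387 lower in T2D monocytes. With a fold change of at least 2, 563 genes were higher and 1492 were lower, so 72.6% of the 2055 called genes were lower. Protein-coding genes made up 502 of the higher and 1267 of the lower genes. The CPM ranges of the groups did not overlap for 1037 of the called genes. Over all tested genes this share was 17.8%, where chance gives 0.794%. The biological coefficient of variation within groups was 36.2%. All calls were lost with a term for a score of neutrophil marker genes, which itself differed between the groups. With it edgeR called 0 genes (2031 genes at an unadjusted p under 0.05), and limma voom also called 0 (1890 genes at an unadjusted p under 0.05). A term for an erythroid score or a test against a 2-fold change also left 0 called genes.

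The balance of higher and lower genes depended on the normalization. With upper quartile scaling the median log2 fold change of all genes rose by 0.13 and 57.9% of called genes were lower. With library size alone it rose by 0.79 and 7.03% were lower, with 5855 genes higher and 443 lower, counting genes higher in T2D and genes lower in T2D as above. All 563 higher genes were among the genes called higher under both scalings. Of the 1492 lower genes, 1249 were called lower with upper quartile scaling and 438 with library size alone. Without Control replicate 1 the number of genes higher in T2D was 331, and without T2D replicate 3 it was 330.

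**Figure D2:**
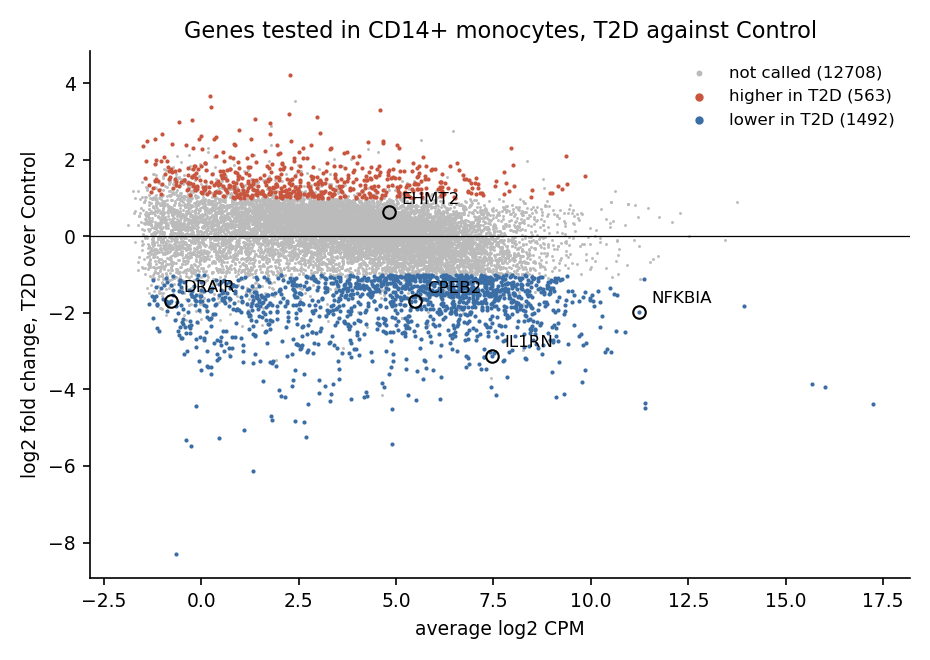
Log2 fold change of T2D over Control (vertical axis) against average log2 CPM (horizontal axis) for each of the 14763 genes tested, with the 563 genes called higher in red, the 1492 called lower in blue and the rest in gray. Circles mark DRAIR, CPEB2, EHMT2, IL1RN and NFKBIA. The called genes below 0 reach larger changes and higher levels than those above 0.

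Among called genes with no overlap between groups and an average log2 CPM of at least 3, the largest falls were in KRT1, LAMB3, PLAU and SH3D21. KRT1 (chromosome 12, 53068520 to 53074191) fell by 5.44 on the log2 scale (SE 0.77, edgeR FDR = 0.00636), from 58.0 ± 49.0 to 1.34 ± 0.520 CPM (SD, n = 5). The other 3 fell by 4.52, 4.28 and 4.08, with SE from 0.68 to 0.84 and edgeR FDR from 0.00636 to 0.00656. PLAU was at 86.0 ± 91.1 CPM in control and 4.42 ± 1.005 CPM in T2D monocytes (SD, n = 5). Among control samples, KRT1 was highest in replicates 1 and 4 (110 and 108 CPM) and lowest in replicate 5 (6.17 CPM). The hemoglobin share was also highest and lowest in these samples, so the fall of KRT1 cannot be separated from red cell content. The largest rises were in DDX11L1, DDX11L9, CCR2, TDRP and DDX11L5. CCR2, a chemokine receptor gene on chromosome 3 (46395355 to 46402431), rose by 2.30 (SE 0.48, edgeR FDR = 0.00880), from 11.3 ± 3.82 to 55.7 ± 46.2 CPM (SD, n = 5). TDRP rose by 2.30 (SE 0.48), from 3.37 ± 2.46 to 16.6 ± 8.39 CPM. DDX11L1, DDX11L9 and DDX11L5 rose by 2.498, 2.43 and 2.28, but they are near-identical pseudogene copies at chromosome ends that the counting could split, so the value of each one is uncertain. With the neutrophil score or an erythroid score in the model, none of these 9 genes kept an FDR under 0.05, while all 9 kept their direction. Single libraries moved 4 of them by more than 1.5 times. Without Control replicate 3 the log2 fold changes were -3.18 for LAMB3, -3.52 for PLAU and -3.05 for SH3D21, and without T2D replicate 4 that of CCR2 was 1.64.

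Of 669 lncRNAs tested, 27 were higher and 83 were lower in T2D monocytes, 110 in all, by the same thresholds. The calls in both directions were lost with the neutrophil score or the erythroid score in the model, as for all genes. Without T2D replicate 3 the number higher was 14. The 3 lncRNAs with the largest falls were ABCC13, LINC00664 and LUCAT1, with log2 fold changes of -4.84, -3.75 and -3.45 (SE 0.98, 0.81 and 0.63, edgeR FDR 0.00828, 0.00948 and 0.00651). Each moved by more than 1.5 times without a single library, ABCC13 to -6.22 without T2D replicate 4, LINC00664 to -2.78 without Control replicate 1 and LUCAT1 to -2.80 without Control replicate 3. Among control samples, ABCC13 was highest in replicates 1 and 4 (16.7 and 23.1 CPM) and lowest in replicate 5 (1.40 CPM). The hemoglobin share was also highest and lowest in these samples, so the fall of ABCC13 cannot be separated from red cell content. LUCAT1 (chromosome 5, 90350651 to 90610364) was at 99.01 ± 89.7 CPM in control and 9.07 ± 4.84 CPM in T2D monocytes (SD, n = 5). The largest rises were in LINC00925, AFAP1-AS1 and C15orf54, at 2.06, 1.93 and 1.79 (SE 0.21, 0.40 and 0.46, edgeR FDR 0.00324, 0.00870 and 0.0162). LINC00925, named MIR9-3HG in GENCODE (chromosome 15, 89904810 to 89968214), had little spread within groups, at 0.845 ± 0.0876 CPM in control and 3.53 ± 0.395 CPM in T2D monocytes (SD, n = 5). Its counts were 16 to 28 in control and 116 to 142 in T2D samples. AFAP1-AS1 is antisense to another gene, and since use of strand in the counting was not given in the sources used here, its value is uncertain.

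DRAIR, the lncRNA on which the study centered, appears in the table as CPEB2-AS1 and in GENCODE as CPEB2-DT. It lies on the minus strand of chromosome 4 (14911585 to 15003669), head to head with the protein-coding gene CPEB2 on the plus strand (15004105 to 15071777), and their start sites are 436 bp apart. DRAIR counts were low, 7 to 32 in control and 1 to 15 in T2D samples. Its level was 0.818 ± 0.354 CPM in control and 0.251 ± 0.151 CPM in T2D monocytes (SD, n = 5, exact permutation p = 0.0238), a log2 fold change of -1.68 (SE 0.54, edgeR FDR = 0.0376), with overlap between the groups. At these counts its FDR was close to the threshold. It rose above 0.05 with limma voom, with no filter on low counts, with library size alone (median of all genes 0.89), with either marker score in the model, and in turn without each sample other than Control replicate 4 and T2D replicate 4. Over the samples left out its log2 fold change ran from -2.02 to -1.44 and its edgeR FDR from 0.0175 to 0.0811. CPEB2 was at 67.8 ± 28.7 CPM in control and 21.0 ± 4.18 CPM in T2D monocytes (SD, n = 5, exact permutation p = 0.00794), a log2 fold change of -1.69 (SE 0.30, edgeR FDR = 0.00640), and every T2D sample was below every control sample. The log2 fold changes with the neutrophil score in the model were -0.95 for DRAIR and -0.60 for CPEB2, and neither was significant.

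EHMT2, which encodes the histone methyltransferase G9a (chromosome 6, 31847536 to 31865475, minus strand), was higher in every T2D sample than in every control sample. It was at 22.2 ± 4.05 CPM in control and 34.2 ± 4.48 CPM in T2D monocytes (SD, n = 5, exact permutation p = 0.00794). Its log2 fold change of 0.62 (SE 0.16, edgeR FDR = 0.0155) was below the 2-fold minimum. It lost significance with either marker score in the model and without T2D replicate 1 (0.53) or T2D replicate 5 (0.54), where the edgeR FDR was 0.0553 and 0.0510. With library size alone its log2 fold change was 1.39, past that minimum, where the median of all genes was 0.89. Over all alternatives its adjusted p ran from 0.00368 (DESeq2) to 0.640 (edgeR). KLF4, which the study placed upstream of DRAIR, did not differ, with a log2 fold change of 0.26 (SE 0.35, edgeR FDR = 0.575), and passed as higher with library size alone (1.04).

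**Figure D3:**
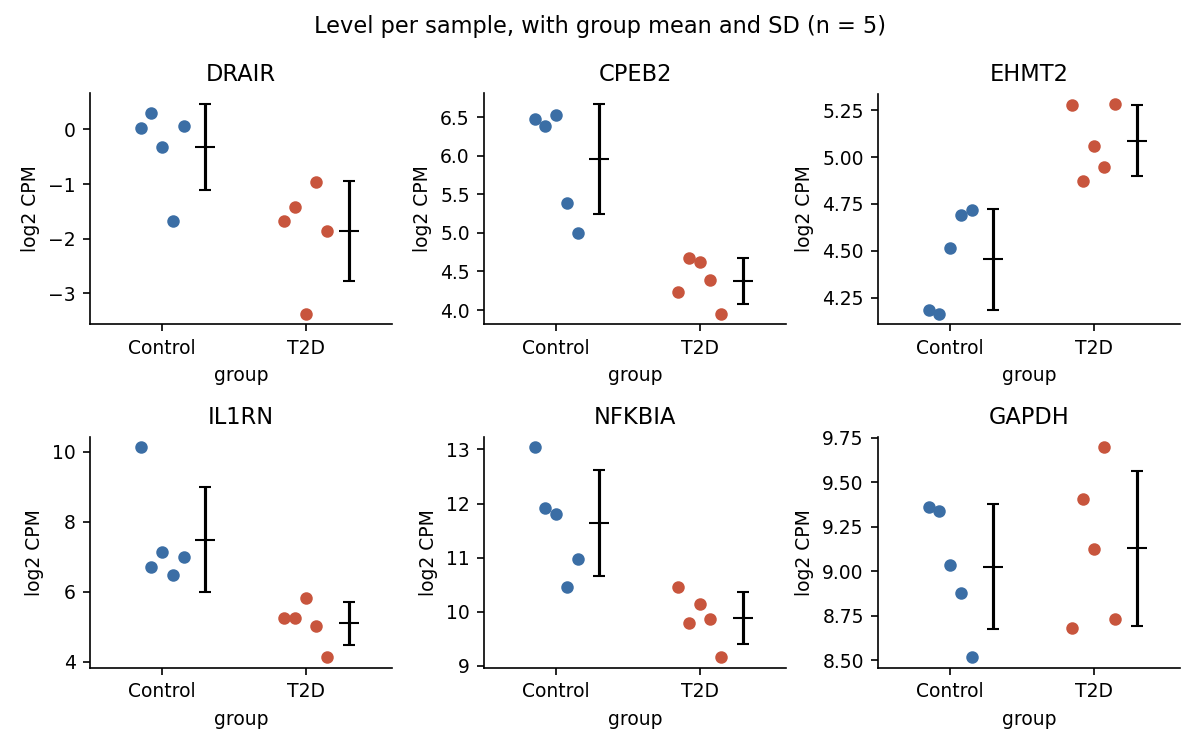
Level of DRAIR, CPEB2, EHMT2, IL1RN, NFKBIA and GAPDH in log2 CPM (vertical axes, each with its own range that does not start at 0) by group (horizontal axes). Points are the 5 samples of a group, and the bars beside them show the mean and SD. The groups overlap for DRAIR and GAPDH and do not overlap for the other genes shown.

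Of the protective genes the study names, 5 are reported here, and all 5 were lower in T2D monocytes. IL1RN, which encodes the IL-1 receptor antagonist (chromosome 2, 113856892 to 113891593), had a log2 fold change of -3.11 (SE 0.75, edgeR FDR = 0.0130), from 315 ± 448 to 36.4 ± 13.97 CPM (SD, n = 5). A single library, Control replicate 1, held 1117 CPM, and without it the log2 fold change was -1.66. NFKBIA changed by -1.97 (SE 0.47, edgeR FDR = 0.0125) and NFE2L2 by -1.59 (SE 0.29, edgeR FDR = 0.00656), with every T2D sample below every control sample, as for IL1RN. SOD2 changed by -1.67 and TNFAIP3 by -1.43, with edgeR FDR of 0.0134 and 0.0383 and overlap between groups. These 5 genes had an FDR under 0.05 over all genes tested, and also when adjusted over the list alone (0.00108 to 0.0102). The study chose this list on these samples, so it is not independent evidence. TNFAIP3 lost significance in turn without Control replicates 1 and 2 and T2D replicates 1, 2, 4 and 5, with log2 fold changes from -1.65 to -1.10 over all samples left out. It also did with limma voom and library size alone, and it changed sign with the neutrophil score in the model (0.27). SOD2 and NFE2L2 lost significance with library size alone, where the median of all genes was 0.89, and all 5 with either marker score in the model.

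Of 10 genes listed as targets of DRAIR that the study followed, 3 were lower and 0 were higher at an FDR under 0.05. In the study, more DRAIR in the THP1 monocyte line raised MCL1, CHI3L, CHIT1, CD68 and CD36 and lowered FCGR3B and TNF. Its effects on IL1B, TNF and IL6 in CD14+ monocytes were measured under LPS treatment. By those directions lower DRAIR would go with lower MCL1 and CHI3L and higher FCGR3B, so the fall of FCGR3B is opposite. The study writes CHI3L with no number, so CHI3L1 and CHI3L2 were both listed. CHI3L1 lies next to CHIT1 on chromosome 1 (203148059 to 203155832), and CHI3L2 lies far from it (111743393 to 111786062). MCL1 changed by -1.11 (SE 0.36, edgeR FDR = 0.0383), FCGR3B by -2.33 (SE 0.66, edgeR FDR = 0.0228) and CHI3L1 by -1.65 (SE 0.53, edgeR FDR = 0.0357). FCGR3B is near-identical to FCGR3A, so its counts are uncertain. Each of these calls was lost without some single samples. For MCL1 these were Control replicates 1, 2 and 3 and T2D replicates 1, 2, 3 and 5 (-1.30 to -0.93 over all samples left out). For FCGR3B they were Control replicates 1 and 3 and T2D replicates 1 and 5 (-2.95 to -1.89), and the value moved by more than 1.5 times without T2D replicate 4 (-2.95). For CHI3L1 they were Control replicates 1, 2, 3 and 5 and T2D replicates 2, 3 and 5 (-2.15 to -1.39). MCL1 changed sign with the neutrophil score in the model (0.19), and CHI3L1 lost significance. FCGR3B is 1 of the 19 genes of that score, so this fit does not test it. With library size alone, which moved the median of all genes from 0.11 to 0.89, MCL1 and CHI3L1 lost significance and CD68, CD36, IL1B and CHI3L2 passed as higher, so these changes of call do not set the genes apart from all others. The other 7 genes did not differ, with log2 fold changes of 0.44 for CD68, 0.81 for CD36, -0.045 for TNF, 0.65 for IL1B, -0.29 for IL6, 0.15 for CHIT1 and 0.54 for CHI3L2 and edgeR FDR from 0.202 to 0.961. The signs of TNF, IL1B, IL6 and CHIT1 depended on the processing. T2D replicate 1 held 400 CPM of IL1B where the other T2D samples held 9.19 to 34.1, and 70.9 CPM of TNF where they held no more than 22.4, and without it the log2 fold changes were -1.60 for IL1B and -1.03 for TNF. With that sample included, TNF was at 24.2 ± 26.8 CPM in T2D and 24.98 ± 10.9 CPM in control monocytes, and IL1B at 96.6 ± 170 and 61.8 ± 54.0 CPM (SD, n = 5). IL6 had the smaller spread in T2D monocytes, at 3.77 ± 0.995 against 4.63 ± 3.40 CPM (SD, n = 5).

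Among 4 reference genes, GAPDH (0.12, edgeR FDR = 0.723) and HPRT1 (-0.40, edgeR FDR = 0.117) did not differ. RPLP0 was 0.68 higher and PPIA 0.63 higher (edgeR FDR = 0.0179 and 0.0111), and RPLP0 lost significance without T2D replicate 3 (0.59) or T2D replicate 5 (0.61). With library size alone HPRT1 changed sign to 0.42, below the median of 0.89 that this scaling gave to all genes, and the other 3 kept theirs, with GAPDH passing as higher (0.96). HPRT1 passed as lower with DESeq2 (-0.48). GAPDH changed sign without T2D replicate 4 (-0.076).

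Gene lists were tested for the inflammatory and protective programs that the study asked about. By camera, the protective list was lower in T2D monocytes (median log2 fold change -1.63, adjusted p = 8.01e-04 by limma). So was the list of 23 antiinflammatory genes, which shares none with it (median -0.43, adjusted p = 0.00749 by limma), with 8 genes lower at an FDR under 0.05 over all genes tested and 8 when adjusted over the list alone. Of these 23 genes 10 are also in other lists, among them the NF-kB and immediate early lists, so their fall is not independent of those lists. The list of inflammatory mediators did not differ as a list (17 genes tested, median -0.24, adjusted p = 0.0822 by limma). At an FDR under 0.05 over all genes tested, 1 of its genes was higher (CCL5) and 5 were lower (IL8, CXCL1, PTGS2, ICAM1 and TLR2), and 1 and 5 passed when adjusted over the list alone. The list passed as lower without Control replicate 4 (median -0.36), with upper quartile scaling (median -0.054) and without T2D replicate 1 (median -1.003, adjusted p = 0.0119 by limma), which moved it most, and the median of the antiinflammatory list was -0.70 without T2D replicate 4. Under camera with an estimated correlation between genes, the protective and antiinflammatory lists no longer passed (adjusted p = 0.216 for each by limma), and the inflammatory list did not pass either (0.341). Among random lists matched on expression, the median of the protective list was at percentile 1.08, that of the antiinflammatory list at percentile 14.7 and that of the inflammatory list at percentile 26.8, so the last 2 lay inside the central 95% of random lists.

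Of the 6 pathway lists, 3 were lower in T2D monocytes by camera. The median log2 fold change was -0.94 for NF-kB signaling (adjusted p = 1.06e-06 by limma), -0.58 for PI3K-AKT signaling (3.39e-05) and -0.80 for IL-6/JAK/STAT signaling (7.39e-04). At an FDR under 0.05 over all genes tested, 18 of 28, 13 of 25 and 8 of 19 of their genes were lower and none was higher. Adjusted over the list alone, 20, 15 and 8 were lower and 1 gene of the NF-kB list was higher (MALT1). The IL-6/JAK/STAT median was -0.46 without Control replicate 1. The fatty acid oxidation list was higher (median 0.55, adjusted p = 7.39e-04 by limma), with 13 of 24 genes higher and 2 lower (ACSL1 and ACSL3) over all genes tested, and 16 higher and 3 lower (ACAA1 in addition) when adjusted over the list alone. The ribosomal protein list was higher (median 0.59, adjusted p = 7.22e-12 by limma), with 48 of 82 genes higher over all genes tested and 60 when adjusted over the list alone, none of them past the 2-fold minimum. The interferon list did not differ (median -0.19, adjusted p = 0.109 by limma). Of its 18 genes 2 were lower over all genes tested (IFIT2 and MX2) and 1 when adjusted over the list alone (MX2). It passed as lower without Control replicate 1 (median -0.40) or T2D replicate 3 (median -0.70). Genes of these lists outside the naming rule were named after their values were seen. Among random lists matched on expression, the medians were at percentile 0 for NF-kB, 6.64 for PI3K-AKT, 7.21 for IL-6/JAK/STAT, 17.8 for interferon, 99.98 for fatty acid oxidation and 100 for ribosomal proteins, so those of PI3K-AKT, IL-6/JAK/STAT and interferon lay inside the central 95%. Every call of the 9 lists held under fry, and none of the lists passed under an estimated correlation (adjusted p from 0.216 to 0.634 by limma).

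Marker lists of blood cell types were compared as scores per sample, the mean log2 CPM of the genes of a list. The neutrophil score was 7.17 ± 1.14 in control and 4.97 ± 0.73 in T2D monocytes (SD, n = 5), a difference of -2.20 (exact permutation p = 0.0159, 0.0529 adjusted over the 10 marker lists). The erythroid score was 9.34 ± 1.79 and 5.21 ± 1.74, a difference of -4.13, and the immediate early score was 7.39 ± 0.51 and 6.33 ± 0.34, a difference of -1.06, with the same exact p and adjusted value. The platelet score was 5.76 ± 0.80 in control and 7.27 ± 0.85 in T2D monocytes, 1.51 higher (exact permutation p = 0.0476, adjusted 0.0952) and the nonclassical monocyte score was 0.60 lower, at 4.64 ± 0.48 in control and 4.04 ± 0.32 in T2D monocytes (exact permutation p = 0.0397, adjusted 0.0952). Among random lists matched on expression, the median of the nonclassical list (-1.19) was at percentile 0.11 and that of the classical list (0.63) at percentile 99.99. No score passed 0.05 after adjustment. Differences were 0.32 for neutrophil granules, 0.86 for T cells, 0.027 for B cells, 0.49 for NK cells and 0.63 for classical monocytes, with exact permutation p from 0.103 to 0.976. For B cells the median and mean log2 fold change of the genes (-0.095 and -0.10) had the opposite sign to the score.

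**Figure D4:**
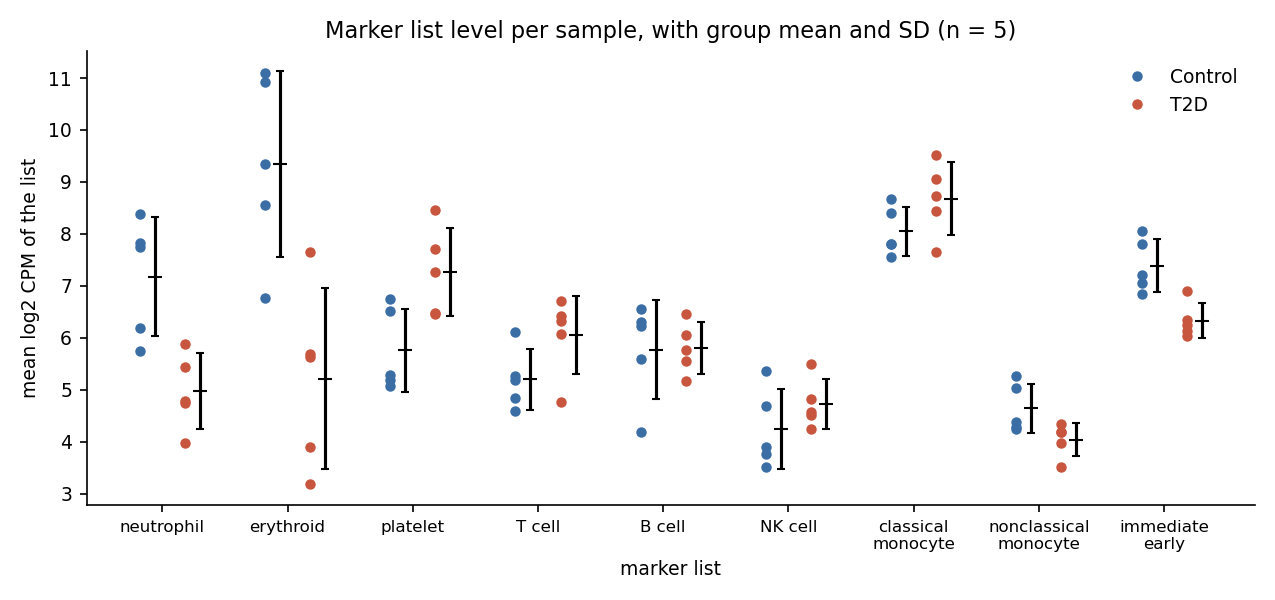
Score of marker lists (horizontal axis) as mean log2 CPM of the list (vertical axis, which does not start at 0). Points are samples, Control in blue and T2D in red, and the bars beside them show the group mean and SD (n = 5). Neutrophil, erythroid and immediate early scores were lower in T2D and the platelet score was higher.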

Values the study reported

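With 5 volunteers per group, the study reported that 993 genes were higher and 1865 genes lower in monocytes from volunteers with T2D, and that 335 lncRNAs differed. Its RNA-seq log2 fold change for EHMT2, the gene of the histone methyltransferase G9a, was 1.15 in T2D against controls. On the same scale it gave DRAIR as lower by 1.75 and CPEB2 as lower by 2.19 in T2D.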

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

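The comparisons with marker list scores in this part were chosen after the result was seen, while the distance of each sample from its group and the fits without each sample were planned. In 130 groups of 5 values, the highest or lowest sample was tested for a gap to its nearest neighbor above 0.71 of the range of its group. It was found in 5 groups, where chance gives 6.5, so their number is not above chance.

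IL1RN had 1 high sample among control monocytes. Control replicate 1 was at 10.125 log2 CPM and the other 4 control samples were at 6.47 to 7.13. The fall in T2D does not rest on this library, since the log2 fold change without it was -1.66 (edgeR FDR = 0.0108, in a range from 2.77e-04 to 0.762 over all alternatives). Depth argues against counting noise, as the gene had 19926 counts there. The same sample had the highest neutrophil score (8.37), the highest immediate early score (8.06) and a hemoglobin share of 45.9%. Cells other than monocytes, or a response of the cells during handling, may have raised it. With the neutrophil score in the model the log2 fold change was -0.74. A difference between donors stays open and was not tested.

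TNF was low in Control replicate 2, at 2.9039 log2 CPM against 4.63 to 5.21 in the other control samples. T2D samples were as low, from 2.82 to 6.15, so the value lies within what this gene shows elsewhere. Without that sample the log2 fold change was -0.28 (edgeR FDR = 0.754, in a range from 0.134 to 0.993 over all alternatives), so the sample decides no call. KLF4 was low in Control replicate 3, at 4.94828 log2 CPM against 6.45 to 6.73, on 839 counts. Without it the log2 fold change was 0.054, and it was not significant as before. No explanation of either value was tested. A technical cause in that library and a difference between donors both stay open.

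RPLP0 was low in T2D replicate 4, at 7.59471 log2 CPM against 8.16 to 8.34 in the other T2D samples. Without this sample the log2 fold change was 0.74. The ribosomal protein score, which holds this gene, was also lowest in this sample (7.30 against 7.65 to 7.91 in the other T2D samples), so the value may be a feature of the library rather than of 1 gene. The sample also had the highest neutrophil score (5.89) and platelet score (8.46) among T2D samples, so a different mix of cells may contribute. AFAP1-AS1 was lowest in T2D replicate 2, at 0.118173 log2 CPM against 0.70 to 0.93, on 36 counts where the other T2D samples had 54 to 74. It still lay above every control sample, and without it the log2 fold change was 2.01. No biological explanation was tested for these values beyond the groups.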

How the results depend on the processing

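The library size, hemoglobin, GC and length, table entry, halving and erythroid alternatives were chosen after the data were seen, and the others were planned. DESeq2 size factors, both other filters on low counts, DESeq2, edgeR's likelihood ratio and exact tests, limma voom, removal of the hemoglobin genes, halved counts, every table entry kept and removal of GC and length trends gave 439 to 692 genes higher in T2D and 1257 to 1825 genes lower in T2D, against 563 and 1492. Many were the same genes. Of the 563 and 1492, DESeq2 called 493 and 1488 in the same direction, limma voom 473 and 1236, and none was called in the opposite direction under any alternative.

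Normalization moved the counts where it moved the median of all genes. Upper quartile scaling gave 910 genes higher in T2D and 46 lncRNAs higher in T2D. Library size alone gave 5855 genes higher and 443 genes lower in T2D, with 227 lncRNAs higher and 28 lncRNAs lower in T2D, and the cause was not tested. Without a fold change minimum there were 2118 higher and 2387 lower genes and 51 higher lncRNAs. A test against a 2-fold change (edgeR's glmTreat) gave 0 higher and 0 lower genes and 0 higher and 0 lower lncRNAs. In that test 1265 genes had an unadjusted p under 0.05 and the smallest FDR was 0.0802, and no other tool was run for it.

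With the neutrophil score as a covariate there were 0 higher and 0 lower genes and 0 higher and 0 lower lncRNAs by edgeR, with 2031 genes at an unadjusted p under 0.05 (limma voom 0, with 1890). With the erythroid score there were again 0 higher and 0 lower genes and 0 higher and 0 lower lncRNAs by edgeR, with 2566 at an unadjusted p under 0.05 (limma voom 0, with 2712). Both scores differ between the groups, and 62.2% and 63.0% of their variance lies between the groups, so such a fit also removes much of what it tests. DRAIR was at -0.95 and -1.53 in these fits, CPEB2 at -0.60 and -1.63, and EHMT2 at 0.23 and 0.58, none with an FDR under 0.05. In the fit with the neutrophil score 4 named genes outside that score changed sign: TNFAIP3 (0.27), MCL1 (0.19), IL1B (-0.36) and IL6 (0.16). FCGR3B is in the score, so its value there (0.18) tests nothing. With the erythroid score TNF (0.021) and IL6 (0.31) did. The cause of these changes of sign was not tested.

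DRAIR passed 0.05 by little and lost significance with no filter on low counts (-1.66), limma voom (-1.78) and library size alone (-0.99), with adjusted p from 0.00860 to 0.653 over all alternatives by edgeR, limma and DESeq2. It had no value with a minimum of 1 CPM in 5 samples or with halved counts, which left it below the filter. Its counts of 1 to 32 limit its precision. Signs also changed for TNF with upper quartile scaling (0.10), for IL1B (-0.52) and IL6 (0.025) with limma voom, and with library size alone for TNF (0.73), IL6 (0.58) and HPRT1 (0.42), where the median of all genes was 0.89. None of these was significant, and the cause was not tested. DESeq2 gave no adjusted p for IL1RN and IL1B. The difference of total counts, in units of 1000000, was 1.33 without the 10 highest genes, since hemoglobin genes are among them.

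The replicate numbers are shared by both groups but do not pair the samples. Deviations of samples with the same number from their group means correlated at -0.068, 0.051, 0.019, 0.012 and 0.19. A fit with a replicate block gave 496 genes higher in T2D and 1159 genes lower in T2D. In it DRAIR was at -1.76 (FDR = 0.0844 by edgeR, in the range above), IL1B at -0.54 and CHIT1 at -0.11, and the interferon list passed (median -0.24). TNFAIP3, MCL1, FCGR3B, CHI3L1 and RPLP0 also no longer passed 0.05, and no further named gene changed its call.

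Under camera with an estimated correlation no list passed, while the medians do not depend on the correlation. These were -1.63 for the protective, -0.43 for the antiinflammatory, -0.94 for the NF-kB, -0.58 for the PI3K-AKT, -0.80 for the IL-6/JAK/STAT, 0.55 for the fatty acid oxidation and 0.59 for the ribosomal protein list, and 0 pathway lists passed by limma in place of 5 (at an unadjusted p under 0.05 also 0, and 5 by fry). With upper quartile scaling the inflammatory list passed (median -0.054).

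Leaving out each sample in turn gave 330 to 723 genes higher in T2D and 1036 to 1731 genes lower in T2D, and 14 to 32 higher and 59 to 107 lower lncRNAs. The fewest higher genes came without T2D replicate 3 (330) and Control replicate 1 (331). DRAIR ran from -2.02 to -1.44, CPEB2 from -1.87 to -1.55 and EHMT2 from 0.53 to 0.69, and CPEB2 was significant in all 10 fits. Other ranges were -1.03 to 0.16 for TNF, -1.60 to 1.33 for IL1B, -0.51 to 0.20 for IL6, -0.62 to 0.49 for CHIT1 and -0.076 to 0.21 for GAPDH. List medians ran from -1.003 to 0.024 for the inflammatory mediators and from -0.70 to 0.022 for the interferon list, and 5 to 6 pathway lists passed. Total counts differed by -12.3 to -5.61 in units of 1000000.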

Other observations

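The tests chosen after the result was seen in this part are those of the share of monocytes, a few genes taking most counts, several entries per symbol, red cells within groups, DRAIR and CPEB2 with the neutrophil score, lymphocytes for the lower genes, the share of variance that goes with GC content, slopes on the immediate early score, the CD14 comparison, and the splits for each direction and each list, while the others were planned. The slopes on the nonclassical monocyte score were added after the group difference of that score was seen, with the prediction written before the slopes were. The number of genes called higher here was 563. That is lower than the value quoted from the study above. The number of lncRNAs called here was 110. That is lower than the value quoted from the study above. The class of lncRNA was not defined in the same way in both, so these counts are not of the same set of genes. The log2 fold change of EHMT2 here was 0.62. That is lower than the value quoted from the study above. Over the alternatives it ran from 0.23 to 1.39, the latter with library size alone. That scaling gave all genes a median of 0.89, so the value of 1.39 does not account for the difference from the study. The study's minimum on average coverage was not used here, so the genes tested may differ too.

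Other splits of the 10 samples into 5 against 5 were used to see how often chance gives as much. Among 100 of the 126 splits, 1 gave as many higher genes, 1 as many lower genes, 1 as many higher lncRNAs, 1 as many lower lncRNAs and 1 as many genes in all, in each case the real one, so chance can be excluded for the counts. Only 6 splits called any gene, and the largest number in a split other than the real one was 556. List tests by camera were less specific. A camera p as small came up in 12 splits for the protective list, 24 for the antiinflammatory list, 46 for the inflammatory list, 8 for NF-kB, 20 for IL-6/JAK/STAT, 16 for ribosomal proteins and 69 for interferon, so chance cannot be excluded for these camera results. It came up in 3 splits for PI3K-AKT and 4 for fatty acid oxidation, so chance can be excluded for each of these taken alone, but this was not adjusted over the 9 lists, and neither list passed under an estimated correlation. At least 5 of the 6 pathway lists passed in 26 splits. Scores of the lists, which are not set against other genes, gave an exact permutation p of 0.00794 for the protective, NF-kB, PI3K-AKT and fatty acid oxidation lists, the smallest that 5 against 5 samples can give, 0.0159 for IL-6/JAK/STAT and ribosomal proteins, 0.103 for the inflammatory and antiinflammatory lists and 0.310 for interferon, not adjusted over the lists.

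The pattern that called for weighing was the excess of genes lower in T2D together with large differences in genes of other blood cells. Several technical explanations were argued against. Thinning all samples to one effective library size left 1446 lower genes, 1384 of them called before, which is against library size as the cause. Transcript length went with 0.653% of the variance of log2 fold changes, and removing the trend left 1406 of the 1492 lower genes called, against length as the cause. GC content went with 0.04314% of that variance, so there was hardly a trend to remove, which is against GC content. Of tested genes 96.0% had these values. Removing the hemoglobin genes left 1477 called, and keeping every table entry left 1490, against a few genes taking most of the counts and against several entries per symbol. A lower share of monocytes in control samples, with all other cell types raised alike, would raise the platelet score there, but it was 1.513 higher in T2D. This does not test a lower share caused by red cells or neutrophils alone, which stays open. T or NK cells in control samples would make their scores at least 1 log2 unit lower in T2D, as much as a called gene, but the scores were 0.86 and 0.49 higher in T2D and differed from such a fall (exact permutation p = 0.01587 for each, n = 5 per group). For B cells 8 of the 10 genes were lower in T2D, but none fell by as much. Their log2 fold changes ran from -0.56 (MS4A1) to 0.54 (CD79B), and none had an FDR under 0.05. Their median of -0.095 was at percentile 62.2 of matched random lists. These values argue against such a fall in the B cell genes. The score difference of 0.027 was not set apart from it at 0.05 (exact permutation p = 0.05556, n = 5 per group). The test of scores alone therefore does not exclude B cells in control samples. Whether T, B or NK cells add to the genes higher in T2D cannot be told apart from chance with these samples, since the smallest of the 3 exact permutation p was 0.1032 (n = 5 per group), although all 12 T cell genes were higher, 4 of them at an FDR under 0.05 over all genes tested and 5 when adjusted over the list alone, and the T cell median of 0.88 was at percentile 100 of matched random lists.

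Other explanations stay open. Red cell RNA differed between the preparations, with an erythroid score difference of -4.127 and HBB at 292269 CPM in control and 14123 CPM in T2D monocytes on average. Whether it goes with the rest of the lower genes cannot be told apart. Within groups 75.81% of lower genes outside the list rose with the erythroid score, but 30 of 100 shuffles of the scores within groups, the real one included, gave as much. A smaller share of nonclassical monocytes in T2D stays open as well, since the median of that list was low among matched random lists. The genes of the list were not uniform. Of 8 tested, 5 were lower in T2D, 4 of them at an edgeR FDR under 0.05. The other 3 were higher, 1 of them at that threshold (CX3CR1, log2 fold change 1.30, edgeR FDR = 0.0388). Within groups 75.27% of lower genes outside the list rose with its score, but 22 of 100 shuffles gave as much, so this cannot be told apart from chance for the other lower genes. Neutrophils in some control preparations may account for a large part of the lower genes. All 19 neutrophil genes were lower in T2D, with CSF3R at 2726 and 494 CPM, FCGR3B at 891 and 178 CPM and MGAM at 591 and 112 CPM on average. Within groups 94.99% of the other lower genes rose with the neutrophil score, as much as in 2 of 100 shuffles, where the median share was 50.9%. With the score in the model the median log2 fold change of the lower genes went from -1.58 to -0.6309. This does not decide between neutrophils and a change within monocytes. Of the 19 genes 17 were above 10 CPM on average in both groups, so monocytes may express them or both groups may hold neutrophils. The list shares 1 gene with another list. Neutrophil granule genes did not differ (0.32). Whether neutrophils in these preparations would carry RNA of granule genes was not tested, so that value does not argue against neutrophils. Among genes higher in T2D, 79.46% rose with the platelet score within groups, as much as in 4 of 100 shuffles, so platelets attached to monocytes or in the preparation are a candidate explanation for part of these.

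Time or handling of the blood before lysis may also contribute to the lower genes. The immediate early list, genes that respond within minutes to stimulation or stress, had a median log2 fold change of -1.30, at percentile 0.03 of matched random lists, and 17 of its 18 genes were lower in T2D. JUNB was at 2070 and 811 CPM and DUSP1 at 3352 and 1545 CPM on average. Within groups 96.6% of the lower genes rose with this score, as much as in 3 of 100 shuffles. Of its genes 4 are also in other lists, and 15 were above 10 CPM on average in both groups. A lower state of activation of monocytes in T2D would give the same values and was not tested.

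For DRAIR and CPEB2, the neutrophil score moved the log2 fold change of CPEB2 to -0.6 and that of DRAIR to -0.95, with SE too large to exclude either no change or the value without the score. Neutrophils in control preparations and a change within monocytes cannot be told apart for these genes, because the score itself differs between the groups.

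CD14, the gene of the surface protein by which the cells are defined, had a mean of 121 CPM in control and 184 CPM in T2D samples. The monocyte gene LYZ had means of 2132 and 3561 CPM, and the B cell gene MS4A1 had means of 308 and 209 CPM, above CD14 in both groups. These levels of different genes were not tested against each other.

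lncRNAs that start head to head with a coding gene tended to change with it. Over 86 such pairs with start sites within 754 bp, Spearman's rho across pairs of the log2 fold changes was 0.5065 (Pearson's r 0.53), and 66.3% of pairs had the same sign. In random pairings of the same genes the upper bound of the central 95% of rho was 0.214, and the one-sided permutation p was 1e-04, the smallest that 10000 pairings can give. Pairs are not independent replicates. Without DRAIR and CPEB2 rho was 0.490, so the relation does not rest on that pair. It is consistent with a change shared by both genes of a divergent pair. A change shared by the whole neighborhood stays open too, since 57 of these lncRNAs had another coding gene within 100 kb and rho with that gene was 0.4047, above 0.260 in random pairings. A difference in cell makeup between the preparations, which moves both genes of a pair, was not excluded. With the neutrophil score in the fit rho was lower, at 0.326. That score differs between the groups, so such a fit also removes much of what it tests and does not decide this. Reads assigned to the wrong strand were not tested, as use of strand in the counting was not given in the sources used here.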
